A study of Sus scrofa with 9 samples. Its data were reported in "Evolutionary lineage-specific genomic imprinting at the ZNF791 locus" (2025).

How the data were processed

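Poly-A RNA of whole pig embryos was sequenced in 9 libraries, 1 embryo each: 6 of biparental control embryos (CN) and 3 of parthenogenetic embryos (PA), which were made by electrical activation of oocytes and carry maternal genomes alone. The study recovered embryos of both groups on the same day after the onset of estrus, a stage at which PA embryos were the smaller ones. The library kit keeps no strand information. According to the submitters' processing notes and the methods of the study, reads were trimmed with Trimmomatic 0.39 and aligned to Sscrofa11.1 with STAR 2.7.9a. Uniquely mapped reads were taken with SAMtools, duplicates were removed with Picard, and transcripts were quantified with Salmon. The deposited files give, for each RefSeq transcript, expected counts (estimated reads, not whole numbers, with no normalization) and TPM (length-scaled transcript abundance), both as the authors computed them.

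Each file lists 78641 transcript names, of which 77651 matched RefSeq annotation release 106 of Sscrofa11.1, the build the authors used. The other 990 names held at most 0.00877% of the reads of a library. In every library between 99.7% and 99.8% of the reads lay on transcripts of chromosome 2, where 77.8% of the 6598 transcripts had reads in at least 1 library, against 2.17% of the transcripts elsewhere. The files therefore hold almost only reads of chromosome 2, quantified against the transcripts of the whole genome, and all counts and TPM here are relative to that chromosome. TPM values are therefore on a higher scale than those of a whole transcriptome, and a difference in level from such values is no finding. The design fixed before the data were examined took all genes. The restriction to chromosome 2 was chosen after seeing the data, and a fit with genes of any chromosome was added as an alternative.

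Library totals ranged from 2155975 to 3370801 estimated reads. Expected counts were rounded, and at gene level summed over the transcripts of a gene on the same chromosome, since LDHB is annotated on chromosomes 2 and 5 (a separation made after seeing the data). Genes and transcripts passing filterByExpr were normalised by TMM and compared, PA against CN, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate, because the labels give no dam, litter, sex or batch for a library. According to the methods of the study, PA embryos were carried by surrogate gilts and CN embryos by mated gilts, a pair for each group, so that some embryos were littermates and dam cannot be separated from group. Adjusted p values are Benjamini-Hochberg values from this test unless another test is named. A feature was past the threshold with an adjusted p below 0.05 and an absolute log2 fold change above 1, the limits the study used. Normalised read counts are TMM-scaled CPM. Fold changes are given as log2 ± SE and levels as mean ± SD. The transcripts of the ZNF791-like gene were also compared by an exact two-sided permutation test of the mean TPM over the 84 splits of the 9 libraries into 6 and 3, adjusted over the 5 transcripts of the gene. The smallest p that this test allows is 0.0238, so that at least 3 of the 5 would have to reach it for an adjusted p below 0.05.

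Gene lists were fixed before the data were examined. They held imprinted genes expressed from the paternal or the maternal allele, factors that maintain imprints, the IGF axis, trophoblast, endometrium, liver and yolk sac, erythroid, immune, heart, skeletal muscle, neural, skeleton, kidney, endothelium, limb and HOX, proliferation, hypoxia and glycolysis, early stress, mitochondrially encoded, Y-linked and X-inactivation genes. The zinc finger family was every chromosome 2 gene whose annotated description names a zinc finger. Lists with at least 3 tested members were compared with the other genes by camera of limma 3.58.1 (preset correlation 0.01) and by camera with an estimated correlation. The fry test asked whether the genes of a list change, in one direction or in either, with no comparison with other genes. Both were adjusted over the lists. Fisher's exact test compared the calls in the zinc finger family with those in other genes. A gene was near-silent in a group when its mean TPM was at most 5% of that in the other group and the other group's mean was at least 1.

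Named genes were chosen by a rule fixed before the data were examined: the ZNF791-like gene and called neighbours within 500 kb, the imprinted genes of the lists with an adjusted p below 0.05, the 10 largest rises and the 10 largest falls past the threshold with a mean CPM of at least 1 and no overlap between the libraries of the groups, up to 4 members of every other list by smallest adjusted p, and the near-silent genes. Outside the rule, KCNQ1, PHLDA2, SLC22A18, ZNF672, LOC100520720, MAN2B1, LOC106508100, MAST3, LDHB and LOC100624806 are named as well, as are genes of lists and regions chosen after the data were seen and genes said to be named after their values were seen. Ratios of counts carry an exact 95% interval, which covers counting error alone, since reads are not independent molecules.

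The scripts were tested on simulated data shaped like these libraries. Of simulated genes with a log2 fold change of 1, 89.8% were called by adjusted p among 1542 genes, and 100% at a log2 fold change of 4. At transcript level (3613 transcripts) 33.3% were called at a log2 fold change of 1 and 73.9% at 4. Of unchanged genes 0.377% were called, and of unchanged transcripts 0.0635%. The alternatives were DESeq2 size factors, no filter on low counts, DESeq2 1.42.0, limma-voom, length-scaled TPM counts, a block on the replicate number, leaving out each library in turn, leaving out the 10 genes with the most reads, and other limits for the transcript and near-silent comparisons. PLAGL1, the positive control of the study, lies outside chromosome 2: its 29 listed transcripts held 0 reads, and it was left out. The Y-linked and X-inactivation lists had no measured member, and the unannotated antisense transcript and ENSSSCG00000033388 are not among the transcript names, so that none of these was analysed. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures.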

Results

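RNA was measured in 9 whole pig embryos, 6 CN and 3 PA, through reads of chromosome 2. The CN libraries held a mean of 2863684 ± 396570.3 estimated reads (SD, n = 6) and the PA libraries 2996918 ± 77375 (SD, n = 3), and the shallowest was CN replicate 6 with 2155975. Of the 2398 chromosome 2 genes listed, 2017 had reads and 1542 were deep enough to test. The lowest correlation of log CPM between libraries of the same group was 0.98, and the highest between libraries of different groups was 0.974.

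The first comparison asked which genes of chromosome 2 differ between embryos with and without a paternal genome. IGF2, the fetal growth factor expressed from the paternal allele, made up 4.05% of the reads in CN and 0.113% in PA, a 36.6-fold lower normalised count. An uncharacterised long noncoding RNA inside KCNQ1, LOC110259223, and the ZNF791-like gene LOC100521431 were nearly absent from PA. The urate transporter gene SLC22A12, the anion transporter gene SLC22A8, the methyltransferase gene BHMT2 and the kidney phosphate transporter gene SLC34A1 were 6.02-fold to 23.2-fold lower in PA. ARRDC3, an arrestin-domain gene, was 2.84-fold higher.

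Of the 1542 tested genes 62 were past the threshold, 6 higher and 56 lower in PA. With no fold threshold 201 had an adjusted p below 0.05, of which 63 were higher and 138 lower, and the median log2 fold change of all tested genes was -0.0031. That number rests on single PA libraries, being 103 (18 higher and 85 lower) without PA replicate 2 and 124 (38 higher and 86 lower) without PA replicate 3. In 59 of the 62 called genes (95.2%) the libraries of the groups did not overlap, which follows largely from calling them on these same libraries. Of all tested genes 20% did not overlap, against 2.38% expected by chance. The largest fall was that of LOC110259223 (chromosome 2, 1794543 to 1823381, minus strand), with 196 ± 64.9 CPM in CN (SD, n = 6) and 0.539 ± 0.489 in PA (SD, n = 3), which held 5 PA reads in all. Its ratio of CN to PA counts was 349, with a 95% interval from 149.6 to 1075. SLC22A12 had a log2 fold change of -4.54 ± 0.40 (adjusted p = 1.4e-05), and BHMT2 -4.18 ± 0.46 (adjusted p = 7.45e-05). Without PA replicate 1 the value of BHMT2 was -5.19, and without PA replicate 3 that of LOC110259223 was -9.01. Besides these, IGF2 and LOC100521431, the 10 largest falls were those of LOC100514700 (-3.92), LOC110259398 (-3.22), TMEM174 (-3.02), SLC22A8 (-3.01) and LOC100737764 (-2.98), and all but TMEM174 are annotated as members of the SLC22 family of organic ion transporters. Among the genes that rose, the rule took ARRDC3 (1.51 ± 0.16, adjusted p = 7.05e-05), the SLC22A10-like gene LOC100737875 (1.14 ± 0.26, adjusted p = 0.0122) and the potassium channel gene KCNC1 (1.05 ± 0.23, adjusted p = 0.0116). Without PA replicate 1 the value of LOC100737875 was 0.85, below the fold threshold, and that of KCNC1 was below it without CN replicate 1, 5 or 6 or PA replicate 3 and with length-scaled counts (0.95 for KCNC1), at the lowest 0.94 with an adjusted p of 0.0633 without PA replicate 3. The remaining 3 that rose, GLYATL2 (2.52), LEAP2 (1.71) and GDF15 (1.54), overlapped between groups and are named after their values were seen. In LEAP2 the CPM of PA replicate 2 was 225 and those of the other PA libraries 48 and 34.7.

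**Figure D1:**
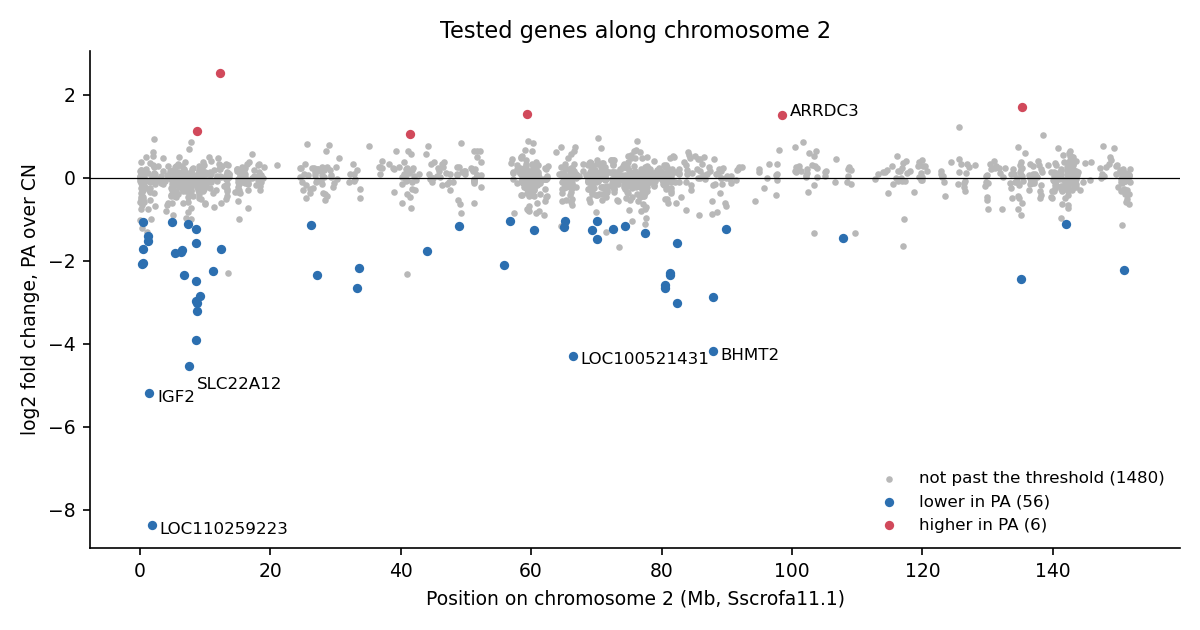
Log2 fold change (PA over CN, y axis) of each tested gene against its midpoint on chromosome 2 (x axis, Mb, Sscrofa11.1). Genes past the threshold are in blue (56 lower in PA) or red (6 higher). LOC110259223 at -8.38 and IGF2 at -5.19 lie near the left end, and LOC100521431 at -4.29 in the middle.

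The second comparison concerned genes listed as imprinted in human, mouse or pig. PA embryos would receive these, like all their genes, from the mother alone. Whether each listed gene is imprinted in pig embryos was not tested. IGF2 (1469183 to 1496417, minus strand) was the single member of the 33 paternally expressed genes measured here, and it fell from 40897 ± 2859 CPM in CN (SD, n = 6) to 1118 ± 400.5 in PA (SD, n = 3), a log2 fold change of -5.19 ± 0.23 (adjusted p = 5.5e-08). Of the maternally expressed genes, 12 lie on the chromosome and 11 were tested. CDKN1C, an inhibitor of the cell cycle, rose by 0.63 ± 0.11 on the log2 scale (adjusted p = 0.00283), from 914 ± 97.5 to 1409 ± 222 CPM. TSPAN32, a tetraspanin gene, went the other way, at -0.54 ± 0.15 (adjusted p = 0.0302), although its adjusted p exceeded 0.05 in 4 of the 9 fits that left out 1 library, up to 0.134 without PA replicate 2. The other 9 maternally expressed genes did not pass, among them KCNQ1 (0.033, adjusted p = 0.885), PHLDA2 (0.32, adjusted p = 0.448) and SLC22A18 (0.53, adjusted p = 0.184).

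None of the maternally expressed genes was past the fold threshold. A gene whose dose doubles in PA would have a log2 fold change of 1, which is not above the threshold. Their absence from the called genes therefore cannot decide whether doses doubled, but their fold changes bear on it. The highest of the 11 tested was that of CDKN1C, 0.63 ± 0.11. OSBPL5 had 0.26 ± 0.11, KCNQ1 0.033 ± 0.13, CD81 -0.054 ± 0.076 and NAP1L4 -0.030 ± 0.070. These values argue against doubled RNA for most of the list. For SLC22A18 (0.53 ± 0.25) and PHLDA2 (0.32 ± 0.25) the wider errors leave this less certain. Of the 11, 1 was higher and 1 lower when adjusted over the list alone. Their median was 0.033 and their mean 0.085, and the list did not differ from other genes (camera adjusted p = 0.38, and adjusted p = 0.598 with an estimated correlation), whereas fry gave an adjusted p of 0.00194 for change in either direction and 0.415 for change in one direction. ASCL2, the untested member, had at most 7 reads per library. KCNQ1OT1 and H19 are not annotated on the chromosome under these names, so that no value is given for them. LOC110259223 lies inside KCNQ1 (1675323 to 1989110, plus strand) on the opposite strand. Whether it corresponds to KCNQ1OT1 was not tested.

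**Figure D2:**
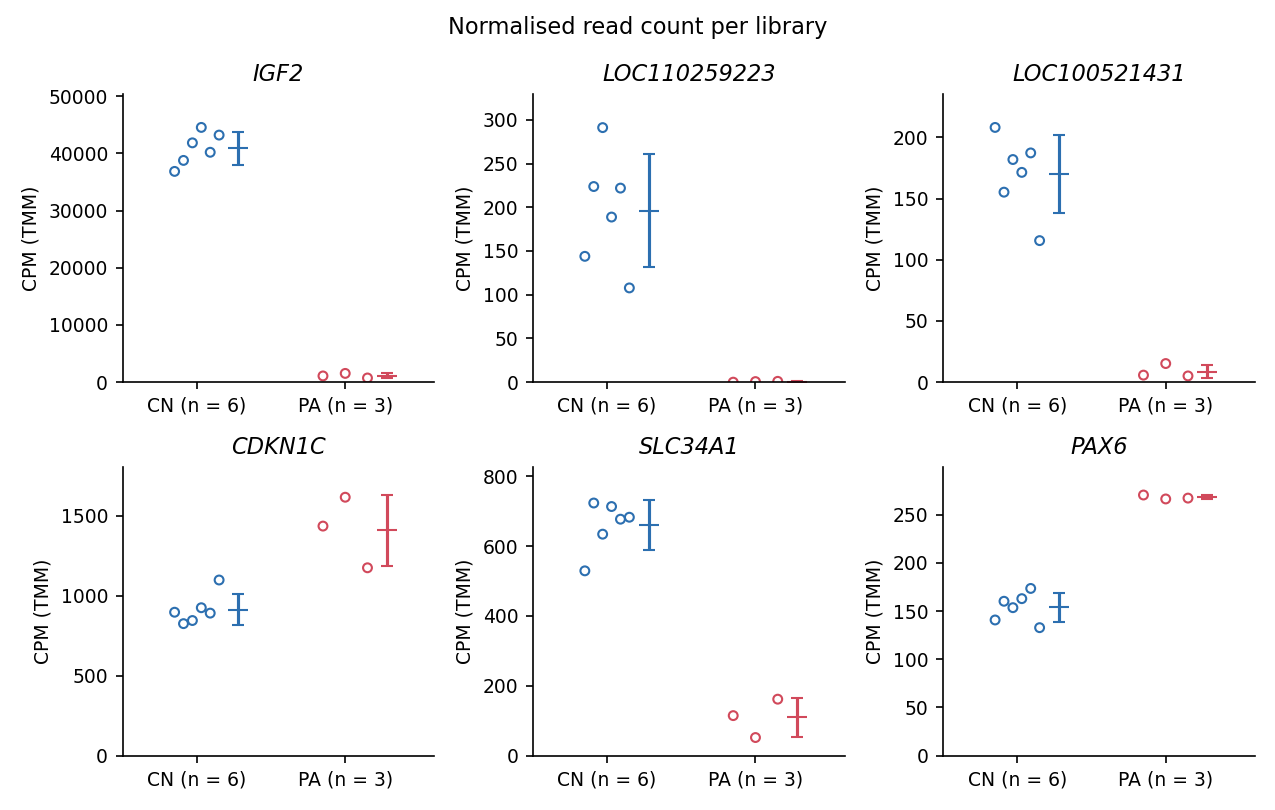
Normalised read count (CPM, TMM, y axis from 0) per library for 6 genes, with CN libraries in blue (n = 6), PA libraries in red (n = 3), and the mean with SD as a bar. IGF2, LOC110259223, LOC100521431 and SLC34A1 were lower in each PA library than in any CN library, and CDKN1C and PAX6 higher.

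The third comparison was made at the ZNF791-like locus, whose paternal expression is the subject of the study. The gene LOC100521431 (66397234 to 66453036, minus strand), which codes for a zinc finger protein, fell from 170 ± 31.8 CPM in CN (SD, n = 6) to 8.69 ± 5.66 in PA (SD, n = 3). Its main short transcript XM_013990640.2 had a TPM of 59.3 ± 13.3 in CN and 0 reads assigned to it in all 3 PA libraries. The other short transcript, XM_021083735.1, had 11 ± 4.88 in CN and 2.57 ± 1.34 in PA, and the long transcript XM_021083732.1 had 1.32 ± 0.811 and 0.838 ± 0.654.

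The gene's log2 fold change was -4.29 ± 0.32 (adjusted p = 3.08e-06), and without PA replicate 2, the PA library with the most reads of the gene (46 of 79), it was -4.96. The ratio of CN to PA counts was 19.1, with a 95% interval from 15.3 to 24.1. For XM_013990640.2 the exact permutation p was 0.0238, the smallest possible, with an adjusted p of 0.119 over the 5 transcripts, and edgeR over all transcripts gave an adjusted p of 9e-05. For XM_021083735.1 the exact permutation p was 0.0476 (adjusted 0.119), and the edgeR log2 fold change was -2.11 ± 0.60 (adjusted p = 0.145). For XM_021083732.1 the exact permutation p was 0.476. The long transcripts XM_021083734.1 and XM_021083733.1 each had reads in 1 CN library, and the former also in PA replicate 2. In CN, the mean TPM of XM_013990640.2 was 5.4 times that of XM_021083735.1, which lacks exon 3 (66401363 to 66401423). All 5 transcripts share the last exon (66397234 to 66400720), so that division of its reads among them rests on the quantification model.

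Genes around the locus did not share its fall. Of 45 other genes within 500 kb, 38 were tested and 0 passed the threshold by edgeR. Their median log2 fold change was -0.067, and they ranged from -0.66 to 0.73. By adjusted p alone 4 were higher, the zinc finger genes LOC110255283 (0.73) and LOC100520720 (0.64), the kinase gene MAST1 (0.57) and TNPO2 (0.23), and 2 were lower, the chaperone gene CALR (-0.35) and HOOK2 (-0.50). These 6 are named after their values were seen. MAN2B1, the neighbour at the 3′ end, had -0.17 ± 0.09 (adjusted p = 0.237), and the paralogue LOC106508100, also annotated as ZNF791-like, 0.012 ± 0.14 (adjusted p = 0.963).

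**Figure D3:**
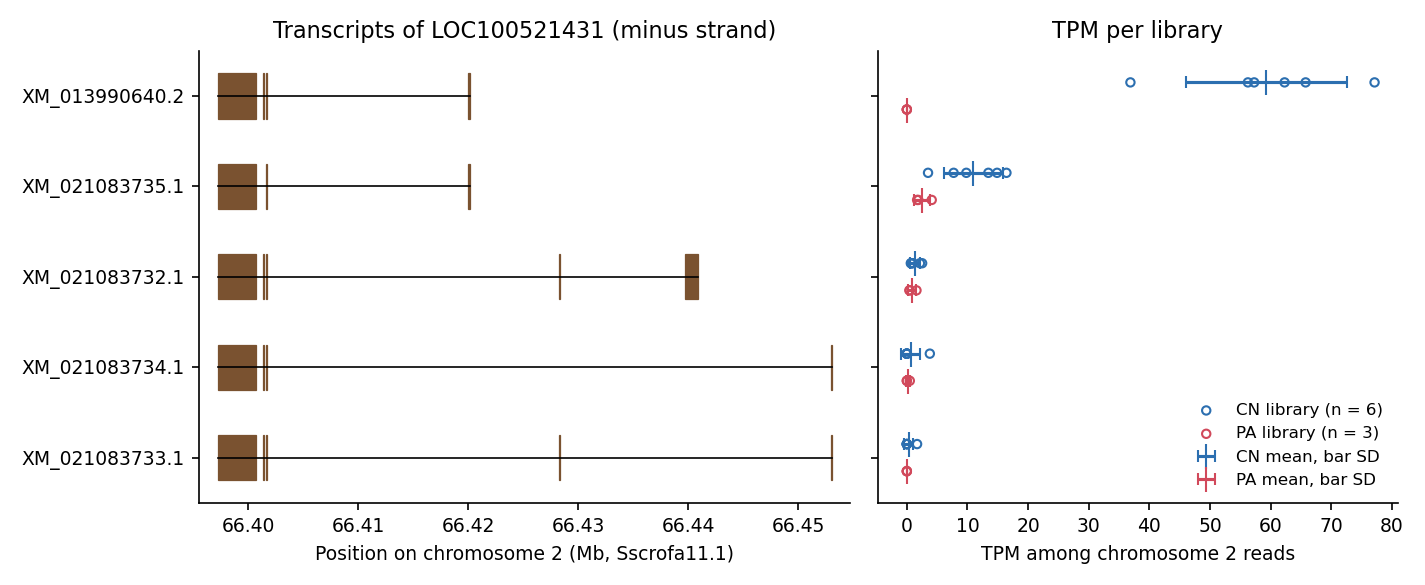
Left, exons (boxes) of the 5 transcripts of LOC100521431 by position on chromosome 2 (Mb, Sscrofa11.1). Right, TPM among chromosome 2 reads (x axis) per library, CN in blue (n = 6) and PA in red (n = 3), with mean and SD: XM_013990640.2 had a mean of 59.3 in CN and 0 in each PA library.

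The fourth comparison took the zinc finger family, which the study surveyed, as a group. Of 55 tested members, LOC100521431 was past the threshold and no other. By adjusted p, 5 rose: LOC110255283 (0.73 ± 0.11, adjusted p = 0.000681), LOC110259371 (0.66 ± 0.12, adjusted p = 0.00297), ZNF496 (0.45 ± 0.09, adjusted p = 0.00465), ZNF672 (0.38 ± 0.09, adjusted p = 0.0178) and LOC100520720 (0.64 ± 0.17, adjusted p = 0.0284). Adjusted over the list alone the counts were also 5 higher and 1 lower. The mean log2 fold change of the family was 0.069, and camera placed it above other genes (adjusted p = 0.014), but adjusted p = 0.474 with an estimated correlation. Fisher's exact test gave p = 0.723 for genes past the threshold, p = 0.07 for genes higher by adjusted p and p = 0.0554 for genes lower by adjusted p.

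Among the tissue lists, the few measured neural genes (3 of 25) and skeletal muscle genes (3 of 23) moved in opposite directions. All 3 measured neural genes rose: the eye and forebrain factor PAX6 (0.80 ± 0.09, adjusted p = 0.000101), the neuronal RNA-binding gene ELAVL3 (0.43 ± 0.07, adjusted p = 0.00122) and NEUROG1 (0.40 ± 0.12, adjusted p = 0.0487). All 3 measured skeletal muscle genes fell: the fast troponins TNNI2 (-1.40 ± 0.23, adjusted p = 0.00164) and TNNT3 (-0.76 ± 0.21, adjusted p = 0.0348), and the myogenic factor MYOD1 (-0.46 ± 0.11, adjusted p = 0.02). The troponin genes start close together, at 1251566 and 1297826, in the same region as IGF2. Whether their falls are separate from that region was not tested. Adjusted over the list alone the counts were also 3 of 3 in both lists. The camera adjusted p was 0.000568 for the neural list, but adjusted p = 0.0776 with an estimated correlation, and 0.014 for the muscle list, but adjusted p = 0.258 with an estimated correlation. The adjusted p exceeded 0.05 in 6 of the 9 fits that left out 1 library for NEUROG1 (up to 0.175, without PA replicate 2) and for TNNT3 (up to 0.153, without PA replicate 3), and in 2 for MYOD1 (0.0707 without PA replicate 2 and 0.0938 without PA replicate 3).

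Of the kidney list 2 of 17 members were measured, too few for a set test. SLC34A1 fell from 660.1 ± 71.4 CPM in CN (SD, n = 6) to 109 ± 55.1 in PA (SD, n = 3), a log2 fold change of -2.59 ± 0.27 (adjusted p = 6.25e-05), and the nephron progenitor gene WT1 had -0.54 ± 0.10 (adjusted p = 0.00469). The endothelial gene PLVAP had -0.43 ± 0.08 (adjusted p = 0.00458), and the heat shock gene DNAJB1, the 1 of 4 stress genes that passed, -0.55 ± 0.10 (adjusted p = 0.00277). ACP5, of the endometrium list, was higher at 0.95 ± 0.26 (adjusted p = 0.0292), with an adjusted p above 0.05 in 6 of the 9 fits that left out 1 library, up to 0.126 without PA replicate 2.

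Blood markers did not pass over all genes, nor did the members named here of the remaining lists, apart from IGF2 and DNAJB1 given above. The macrophage genes CD14 (-0.65, adjusted p = 0.139), CSF1R (-0.39, adjusted p = 0.174), SPI1 (-0.30, adjusted p = 0.213) and CD74 (-0.51, adjusted p = 0.246) did not pass, and camera gave the immune list an adjusted p of 0.219 and the stress list 0.38. Without PA replicate 1 the adjusted p of CD14 was 0.0172 and that of the immune list 0.041, and without CN replicate 1 that of CSF1R was 0.00899. The erythroid genes KLF1 (-0.59, adjusted p = 0.115, lower in the count adjusted over the list alone) and EPOR (-0.081, adjusted p = 0.728), the imprint maintenance genes DNMT1 (0.12, adjusted p = 0.487) and UHRF1 (0.079, adjusted p = 0.68), the trophoblast factor ELF5 (0.24, adjusted p = 0.537), the limb factor PITX1 (0.081, adjusted p = 0.696), the skeletal genes HAPLN1 (0.26, adjusted p = 0.166) and SOX6 (0.096, adjusted p = 0.739), and INSR of the IGF axis (0.15, adjusted p = 0.535) did not pass either. Of the hypoxia list, ADM had 0.84 ± 0.28 (adjusted p = 0.0701, higher in the count adjusted over the list alone) and LDHA 0.20 ± 0.16 (adjusted p = 0.435). Without PA replicate 2 the value of ADM was 0.20, and its adjusted p was 0.0327 without PA replicate 1 and 0.02 without PA replicate 3. Of the stress list, IER2 (-0.21, adjusted p = 0.147), JUNB (0.20, adjusted p = 0.482) and EGR1 (0.089, adjusted p = 0.869) did not pass. The liver and yolk sac, heart, proliferation, mitochondrial, Y-linked and X-inactivation lists had 0 measured members.

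The fifth comparison looked for genes nearly silent in 1 group. Near-silence in PA would be seen for a gene read from the paternal allele alone, but the rule is no test of imprinting. In PA 10 genes met the rule, and the 4 deep enough to test had an adjusted p below 0.05: IGF2 (TPM 19280 ± 2105 in CN and 451 ± 157 in PA), LOC100521431 (72.5 ± 13.8 and 3.57 ± 2.27), SLC22A12 (25.5 ± 6.75 and 1.15 ± 0.45) and LOC110259223 (12.5 ± 4.68 and 0.0355 ± 0.0329). The other 6, MIR143, LOC106509563, LOC100622132, MS4A12, LOC110259777 and LOC106509567, had means of at most 7.83 reads in CN and were removed by the filter on low counts. With no filter, MS4A12 (adjusted p = 0.00486) and LOC106509563 (adjusted p = 0.0499) passed, and the other 4 did not. In CN 4 genes met the rule, LOC110259340, LOC110259505, SPINK1 and SCGB1D1, with means of at most 1.67 reads in PA, and none of them passed with no filter (lowest adjusted p = 0.0633). Without PA replicate 2 the count in PA was 17, and without CN replicate 3 the count in CN was 9. SLC22A12 is also on the tubule list given below, which was chosen after the falls were seen. Of that list 12 of 14 measured members were lower past the threshold, so that near-silence alone does not mark SLC22A12 as imprinted.

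At transcript level 47 of 3613 tested transcripts, from 37 genes, were past the threshold, 2 higher and 45 lower, and 75 had an adjusted p below 0.05. The number higher was 1 without any single PA library and 4 without CN replicate 1. Of the IGF2 transcripts, XM_021080585.1 fell from a TPM of 7041 ± 1351 (SD, n = 6) to 30.3 ± 20.4 (SD, n = 3), a log2 fold change of -7.85 ± 0.50 (adjusted p = 9e-05), and XM_021080637.1 fell from 474 ± 67.6 to 149 ± 58.6, at -1.67 ± 0.27 (adjusted p = 0.0173). The difference between the 2 falls was not tested. An ARRDC3 transcript, XM_003123783.6, rose by 1.75 ± 0.23 (adjusted p = 0.00645). A transcript of the kinase gene MAST3, XM_021083482.1, rose from a TPM of 0 in CN to 9.64 ± 5.4 in PA (adjusted p = 0.031), while the gene as a whole had a log2 fold change of 0.11 (adjusted p = 0.565). The spread of the quantification between isoforms is not in this test, and DESeq2 on the same counts called 154 transcripts, 47 of them shared.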

Values the study reported

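The study gave mean expression in control embryos (± SEM) of 5.36 ± 0.40 TPM for the major short ZNF791-like transcript, printed there as XM_031990640.2, and of 0.66 ± 0.23 TPM for XM_021083735.1, a ratio of approximately 8. For the unannotated antisense transcript it gave 2.43 ± 0.22 TPM in CN and 3.49 ± 0.25 TPM in PA embryos (± SEM), a 1.43-fold difference.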

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

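The values of named features and the library totals, 51 items in all, were examined among the 6 CN libraries for a single library far from the rest. The measure was Dixon's ratio of the gap to the whole range, and chance alone would give such a library for about 2.55 of the 51. It was found for 7, of which 5 stood apart in CN replicate 6, the library with the fewest reads. In CN replicate 6 the CPM of CDKN1C was 1098, above the next highest of 925. TNNI2, the fast troponin, had 120 in CN replicate 6, against 80.8 in the next library. ACP5 had 149.9 in CN replicate 6, against 98.3 in the next. UHRF1 had 2025 in CN replicate 6, below the next lowest of 2743. ZNF496 had 371.5 in CN replicate 6, below the next lowest of 406. In CN replicate 1 the CPM of SLC22A8 was 136, below the next lowest of 208. KLF1, the erythroid factor, had 216 in CN replicate 3, against 129.8 in the next library. No explanation was tested for these values.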

How the results depend on the processing

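The falls of LOC100521431 and IGF2 kept their direction and side of the threshold in all alternatives that gave a value, with log2 fold changes for LOC100521431 from -4.96 to -4.00 and for IGF2 from -5.48 to -4.95 over the fits that left out 1 library. The difference in TPM of XM_013990640.2 was -63.8 to -55.7 with 1 library left out. Its direction could not change, since its TPM was 0 in each PA library and above 0 in each CN library. The edgeR call of XM_013990640.2 was lost with the block. The 62 genes past the threshold became 42 with a block on the replicate number (40 shared, 1 of the 42 higher) and 50 to 68 with 1 library left out. The 201 with no fold threshold became 98 with the block, 272 by DESeq2, and 103 to 243 with 1 library left out, the lowest without PA replicate 2. The replicate numbers do not pair the embryos, as 1 of 3 PA libraries resembled its own number best. CN replicates 4, 5 and 6 share their number with no PA library, so that with the block they add nothing to the fold change. The block also leaves fewer residual degrees of freedom, so that calls can be lost through lower power alone. Called transcripts numbered 154 by DESeq2, 39 to 48 with 1 library left out, and 0 by edgeR with the block, where 317 had an unadjusted p below 0.05. How far lower power accounts for this was not tested. The zinc finger family lost its call with the block (mean 0.026, adjusted p = 0.077) and with an estimated correlation (0.069, adjusted p = 0.474). By fry it lost the call in one direction (0.069, adjusted p = 0.0926) and kept it in either direction (adjusted p = 8.29e-08). The family values take in LOC100521431 (-4.29), and no fit of the family without that gene was made. The maternally expressed list gained a call by fry in either direction (0.085, adjusted p = 0.00194). Of the other lists 2 passed by camera, 0 with an estimated correlation, 1 by fry in either direction and 2 to 3 with 1 library left out. Near-silent genes in PA numbered 17 at a minimum TPM of 0.5, 5 at 5, 6 at a share of 2% and 8 to 17 with 1 library left out.

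Genes that had not passed changed sign in some alternatives: with the block UHRF1 (-0.011) and EGR1 (-0.0020), and with 1 library left out INSR (-0.051 to 0.33), EPOR (-0.16 to 0.021), SOX6 (-0.0024 to 0.23), LDHA (-0.096 to 0.39) and EGR1 (-0.095 to 0.38). With the block 9 of the 46 named genes lost their call. A separate fit restricted to autosomes was not run, since chromosome 2 is itself an autosome, nor one with a Y-linked covariate, since 0 genes of that list were measured. Without the 10 genes with the most reads the paternally expressed list had no value. Of simulated transcripts with a log2 fold change of 4, 73.9% were recovered by edgeR at this depth, 82.6% by DESeq2 and 50% by limma-voom, and of unchanged ones 0.0635%, 1.24% and 0.0952% were called.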

Other observations

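The tubule and epithelium lists, the region bounds and the tests of heterogeneity, antisense reads and the region median were chosen after the data were seen, as was the first test of placement along the chromosome. Genes listed for the proximal tubule, the segment of the kidney that recovers solutes, were mostly lower in PA. Whole embryos were measured, and the liver and yolk sac list had 0 measured members. The tissue in which these genes fell therefore cannot be told. Of 14 measured members of a list drawn up after the falls were seen, 12 were past the threshold, with a median log2 fold change of -2.46. Among them were the carnitine enzyme BBOX1 (193 ± 19.1 CPM in CN, n = 6, and 30.6 ± 3.68 in PA, n = 3), the brush border cadherins CDHR2 (-2.30) and CDHR5 (-2.07), the lactate transporter SLC5A12 (-2.17) and DMGDH (-2.87), while SLC22A6 (-0.23) and BHMT (-0.17) did not pass. Epithelial genes were lower too, 9 of 13 past the threshold, such as EPS8L2 (-2.05), the transcription factor OVOL1 (-1.74), AP1M2 (-1.26) and the polarity gene CRB3 (-1.22). Because the genes were picked for their falls, these counts are a description and no test.

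Several explanations of the lower tubule genes were examined. Reads moved between similar copies of the SLC22 family would leave their sum near 0, within 0.5 on the log2 scale. The sum over the chromosome was -0.91 ± 0.15, between that bound and the -1 set beforehand as excluding it. That sum took in every SLC22 gene with reads, also SLC22A4 (-0.76), SLC22A5 (-0.48) and SLC22A18 (0.53). Which members are similar enough to share reads was not tested, and the similar copies alone were not summed. Moved reads therefore stay open for the SLC22 members, though BBOX1, SLC34A1 and BHMT2 are outside the family. The median stayed at -2.39 or lower whichever library was left out, so that the median fall of the listed genes did not rest on a single library. Genes picked for falls over all 9 libraries would rarely show otherwise, so that this is a description and no test. Fewer tubule cells in PA could lower such genes together, but the falls differed among themselves by more than their errors (chi-square per degree of freedom 12.4), and genes also used in other tissues would fall less, so that this cannot be told apart from regulation in each gene. Smaller or less advanced PA embryos, and oocyte activation and transfer instead of mating, coincide with the groups and remain open and untested.

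The ZNF791-like reads left in PA, 72% of whose TPM was assigned to XM_021083735.1, could come from other genes or from the antisense strand. Of the 31-base words of that transcript, 1.86% occur in transcripts of other genes of the chromosome, the largest number for 1 gene being that for LOC100624806. The share lies between the bounds of 1% and 10% set beforehand and decides nothing. Reads of the antisense transcript, which libraries without strand cannot separate, were not decided on either. The TPM difference of XM_021083735.1, PA minus CN, was -8.40, but CN also holds the sense transcript, so that this difference would be seen with or without antisense reads. Both stay open, as does low expression from the maternal alleles, which was not tested.

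Genes near the IGF2 end of chromosome 2 were lower in PA more often than elsewhere, 8 of 79 tested genes in the first 2.5 Mb (10.1%) against 48 of 1463 (3.28%), with p = 0.00635 by Fisher's exact test on bounds chosen from the data. The 8 were IGF2, LOC110259223, EPS8L2, CDHR5, CTSD, CRACR2B, TNNI2 and CEND1. A fall of the whole region was argued against by its median of -0.13, with 68.4% of its genes within 0.5 of 0. A scan that allows for the choice of window gave 0.426 as the share of 10000 shuffles with as many lower genes in some window, and the densest window, with 10, began at 6657841, so that placement by chance may account for the group.

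With embryos taken as independent, chance assignment to groups is unlikely to be the origin of the counts of called genes and transcripts. Of the 84 splits of the 9 libraries into 6 and 3, 1, the real one, gave as many as 62 genes, and the highest of the others gave 1. For transcripts 1 of 84 gave as many as 47, and the highest of the others gave 4. A share of 1 of 84 is the smallest that the splits allow. The other splits mix CN and PA libraries in a group, which widens the spread within groups and can lower their counts. The splits treat littermates as independent, and a difference between the dams of the groups coincides with the groups and was not tested.

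Reads on genes of other chromosomes were few, and 28 such genes could be tested beside those of chromosome 2. Of these only the reads assigned to LDHB at its place on chromosome 5 had an adjusted p below 0.05, at -0.48 ± 0.11 (adjusted p = 0.0138), with means of 2525 ± 239.5 reads in CN and 1926 ± 203 in PA. The LDHB copy annotated on chromosome 2 had -0.21 ± 0.84 (adjusted p = 0.887). Nearly all reads of the files lie on chromosome 2, and whether reads of that copy were assigned to the other was not tested, so that no change is claimed for either.

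The TPM of XM_013990640.2 in CN was 59.3. That is higher than the value quoted from the study above. The TPM of XM_021083735.1 in CN was 11. That is higher than the value quoted from the study above. The ratio of the 2 transcripts in CN was 5.4. That is closer to equality than the ratio quoted from the study above. TPM here is relative to reads that lie almost only on chromosome 2, which by itself raises it above TPM of a whole transcriptome, so that the higher levels are no finding. The ratio does not depend on this scale. It does depend on the TPM of XM_021083735.1, which ranged from 3.5 in CN replicate 5 to 16.4 in CN replicate 3. The difference from the ratio of the study was not tested.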
